# The somatic piRNA pathway controls germline transposition over generations

**DOI:** 10.1093/nar/gky761

**Published:** 2018-08-24

**Authors:** Bridlin Barckmann, Marianne El-Barouk, Alain Pélisson, Bruno Mugat, Blaise Li, Céline Franckhauser, Anna-Sophie Fiston Lavier, Marie Mirouze, Marie Fablet, Séverine Chambeyron

## Abstract

Transposable elements (TEs) are parasitic DNA sequences that threaten genome integrity by replicative transposition in host gonads. The Piwi-interacting RNAs (piRNAs) pathway is assumed to maintain *Drosophila* genome homeostasis by downregulating transcriptional and post-transcriptional TE expression in the ovary. However, the bursts of transposition that are expected to follow transposome derepression after piRNA pathway impairment have not yet been reported. Here, we show, at a genome-wide level, that piRNA loss in the ovarian somatic cells boosts several families of the endogenous retroviral subclass of TEs, at various steps of their replication cycle, from somatic transcription to germinal genome invasion. For some of these TEs, the derepression caused by the loss of piRNAs is backed up by another small RNA pathway (siRNAs) operating in somatic tissues at the post transcriptional level. Derepressed transposition during 70 successive generations of piRNA loss exponentially increases the genomic copy number by up to 10-fold.

## INTRODUCTION

Large fractions of the genome of eukaryotes are made of families of parasitic DNA sequences that are able to replicate by transposing into new locations of the host genome (1). These Transposable Elements (TEs) are broadly classified in two classes, retrotransposons and DNA transposons, depending on which nucleic acid intermediate (RNA and DNA, respectively) is used during the transposition process. Moreover, the long-terminal-repeat (LTR) and non-LTR retrotransposon subclasses differ by their genomic structure and retrotransposition mechanism (2,3). We refer to the *Drosophila* LTR retrotransposons as endogenous retroviruses (ERVs) in analogy to the retroviruses that managed to colonize the mammalian germinal genomes.

Mechanisms that maintain TE transposition at a low rate compatible with the survival of the host have been selected during evolution. The repression of TE activity in the gonads of animals is especially important as germline insertions are transmitted to the progeny and thus increase the genomic copy number. However, several exceptions have been reported of *Drosophila melanogaster* females exhibiting unusually high levels of germinal transposition of a given TE family. This happens, for instance, in females from hybrid dysgenic crosses that suffer from derepression of either a DNA transposon (4,5) or a non-LTR retrotransposon (6). Observations of increased transposition rates also include the case of two strains where either of two ERV families is derepressed in the somatic support cells of the ovary: in both cases, the somatic expression is assumed to lead to the production of virus-like particles that are able to infect the female germline and cause new proviral integrations in the progeny (7–9).

These genetic models have allowed to uncover a very elegant small RNA-based mechanism of TE repression in *Drosophila* ovaries. Ovaries where a given TE was derepressed were found to specifically lack the subpopulation of 23–30 nucleotide (nt)-long RNAs that are precisely complementary to this TE family (10–14). These small RNAs have been called Piwi interacting RNAs (piRNAs) because they are loaded on proteins of the PIWI subfamily (10,15). Depending on which PIWI protein they are associated with, Piwi or Ago3 and Aub, they can hybridize with either the nascent or the cytoplasmic transcripts of TEs. This results in the transcriptional (TGS) or post transcriptional (PTGS) TE silencing, respectively (14,16,17).

In the *Drosophila* female germline, the impairment of the piRNA pathway by disruption of the piRNA biogenesis machinery results in transcript accumulation for many TE families at the same time (10,18–20). In the somatic tissues TEs are further repressed by another class of small RNA, called siRNAs (21–25). This pathway regulates TEs at the post-transcriptional level. In S2 cells and in *Drosophila* heads, it has been reported that the impairment of the siRNA pathway effectors result in TE transcript accumulation (24). However, the somatic TE transcript accumulation has never been correlated with *de novo* TE insertions. In the germline, only few studies have examined the consequence of TE transcript accumulation on the host genome. Indeed, it has been reported that TE transcript accumulation could be correlated with *de novo* insertion of one TE family, the P element, in the germline (26,27). These studies suggest that a loss of piRNA regulation at TGS and/or PTGS level in the germline might result in an increase of TE copy number in the next generation.

In contrast to other somatic cells, the somatic cells that surround the *Drosophila* female germline, called follicle cells, possess a simplified piRNA-mediated TE repression pathway (28,29). In these cells, Piwi is required for the transcriptional repression of the ERV families and the depletion of Piwi in follicle cells results in an accumulation of ERV transcripts (30,31). Moreover, a population of 21nt long siRNA-like RNAs mapping on the sequence of one TE has been reported upon impairment of the piRNA pathway in follicle cells (31). This suggests that in follicle cells both siRNA and piRNA pathways coexist. However, the role of siRNAs in TE regulation and the interdependence of these two pathways have never been studied. Moreover, at a genome wide scale, the global impact of ERV family activation in follicle cells on germline genome integrity is still elusive.

Here, we reveal that Piwi depletion, in the follicle cells, leads to a dramatic loss of the piRNAs specifically targeting ERV families. This decrease in piRNAs correlates with an accumulation of steady state ERV RNA levels. Up to 20% of the ERV families that were transcriptionally activated were able to infect the germline and new insertions in the progeny were detected for at least two of these ‘infectious’ ERV families. We demonstrate that the intermediates of transposition detected in the somatic cells and in the early embryos do not necessarily correlate with transposition events. Moreover, multiple levels of TE control reduce the impact of ERV somatic derepression on transposition in the germline. We demonstrate that the siRNA pathway in the somatic cells reduces ERV RNA accumulation and - though less efficient—is a backup for the piRNA pathway mediated TE repression. Over successive generations of piRNA loss the copy number of some ERV families increases exponentially.

## MATERIALS AND METHODS

### *Drosophila* stocks

Fly stocks were maintained in standard conditions (20°C) unless indicated otherwise. A list of the fly lines and crosses employed can be found in Supplementary Table S1.

### Egg hatching test

Twenty five freshly hatched females and males from the piwi-sKD line were shifted from 20°C to 25°C in a collection cage. After 4 days during which the food plates were changed every day, eggs were collected from 4–5, 5–6, 6–7, 7–10 or 10–13 days old females. The egg collections were left to develop at 25°C for further 48 h and the percentage of hatched eggs was determined by counting. Three biological replicates were performed.

### RNA extraction and qRT-PCR

Total RNA from fresh ovaries was extracted with TRIzol (Thermo Fisher Scientific) following the manufacturer's instructions. RNA quantity was accessed with a Nanaodrop, RNA was DNase treated and 0.5 μg RNA were reverse transcribed using 1 μl SuperScript III (Invitrogen) with random hexamer primers in 10 μl reaction volume for 1 h at 50°C. Quantitative PCR analyses were performed with the LightCycler480 SYBR Green I Master mix system with 0.2 μl of cDNA and 0.3 μM of primer mix in 10 μl reaction volume on a Roche LightCycler 480 instrument. RNA levels were calculated with the advanced relative quantification method (Roche) using the *Rpl32* housekeeping gene as reference (for primer sequences, see Supplementary Table S2). Data were analyzed with the LightCycler software (Roche). Each experiment was performed with biological triplicates and technical duplicates.

### RNA purification and sequencing

Total RNA from 30 pairs of ovaries was isolated using TRIzol (Thermo Fisher Scientific), DNAse treated and further purified using Dynabeads™ Oligo(dT)_25_ (Thermo Fisher Scientific). Libraries of the purified polyA mRNA were generated with the TruSeq RNA Library Prep Kit (Illumina) and 50nt single read sequencing was carried out by the Donnelly Sequencing Center (Toronto) on an Illumina HiSeq2500. The RNA-seq experiments were performed with two biological replicates.

### DNA extraction and qPCR

Genomic DNA was extracted from 3 to 17 h bleached embryos with the GenElute Kit (Sigma G1N70) following the manufacturer's instructions. One nanogram of total DNA was used for quantitative PCR reaction which was performed with the LightCycler 480 SYBR Green I Master mix on a Roche LichtCycler 480 instrument. Relative TE copy number was calculated with the advanced relative quantification method (Roche) using the *Rpl32* single-copy gene as reference (for primer sequences see Supplementary Table S2). Data were analyzed with the LightCycler software (Roche). Each experiment was performed with biological triplicates and technical duplicates.

### DNA purification for sequencing and PCR

Genomic DNA from at least 50 μl of 3–17 h bleached embryos was extracted with the PureLink Genomic DNA Mini Kit following the manufacturer's instructions (Invitrogen cat. K1820-01). 100nt paired-end read sequencing were performed by BGI (China) on an Illumina HiSeq2500. Total DNA from individual adult flies was isolated using the GenElute Kit (Sigma G1N70). Library was prepared using the NEXTflex Rapid DNA Sequencing Kit and 125 nt paired-end sequencing was performed on an Illumina Hiseq 2500 by Montpellier Genomix (France). For verification, 10 ng of the single fly DNA were used for PCR with GoTaq HotStart Polymerase (Promega) following the manufacturer's instructions (for primer sequences see Supplementary Table S2).

### Oxidation of hydroxyl-groups

Small RNA oxidation was done as described in (32). Briefly, 12 μg of total RNA from piwi-sKD ovaries were incubated in borate buffer (29.6mM, 29.6 mM boric acid pH 8.6, 0.5% SDS) with NaIO_4_ solution (25 mM) for 30 min at RT. Then 3 μl of 100% glycerol was added for 10 min at RT to quench the remaining NaIO_4_. RNA was further purified on Roche mini Quick-Spin Oligo column and ethanol-precipitated in the presence of 20 μg Glycoblue. We have then quantified the population resistant to this treatment as previously described in (33) with the following modifications: 100 ng of total RNA was polyadenylated and reverse transcribed in the same reaction tube with *Escherichia coli* Poly(A) Polymerase (M0276S, NEB), Superscript II (Invitrogen) reverse transcriptase and the 5′-CAGGTCCAGT15VN primer. The reaction was incubated at 37°C for 10 min, then at 42°C for 50 min and finally at 70°C for 15 min. Primer sequences used for RT-qPCR are listed in Supplementary Table S2.

### Small RNA purification and sequencing

Small RNAs from ovaries were isolated on HiTrap Q HP anion exchange columns, as previously described (34). Small RNAs were size selected (18–30nt) on gel, 50nt single-read sequencing on an Illumina HiSeq2000 apparatus was performed by BGI (China) for no-KD and piwi-sKD and by Donnelly sequencing Center (Toronto) for piwi-sKD, dcr2-sKD and piwi-sKD, ctrl-sKD.

### Mobilome-seq and Mobilome-PCR

The sequencing of the eccDNA from *Drosophila* embryos was done as described in (35). Briefly, genomic DNA was extracted from 0–2 h embryos using the DNeasy Blood & Tissue Kit (Qiagen) and further purified with the PCR purification kit (Qiagen). Linear genomic DNA was digested with Plasmid-Safe™ ATP-Dependent DNase (Lucigen) and the remaining eccDNA molecules were then amplified by rolling circle amplification (RCA) using Illustra TempliPhi kit (GE Healthcare) and random primers. Sequencing libraries were prepared with the Nextera XT library kit (Illumina) and 250 nucleotides paired-end sequencing was performed using the MiSeq platform (Illumina) by Plateau de Génotypage CIRAD (France). For PCR confirmation 10 ng of RCA amplified DNA was used (for primer sequences see Supplementary Table S2).

### Immunofluorescence

Ovaries from young females were dissected and fixed in PBS, 4% formaldehyde, 0.1% Triton-X100 for 20 min, washed in PBS with 0.1% Triton-X100. The primary antibody dilutions for immunostaining were 1:200 for rabbit anti-Piwi (Santa Cruz-98264), 1:8000 for guinea pig anti-tj (gift from D. Godt, Toronto) and 1:1000 for rabbit anti-dcr2 (gift from F. Gebauer, Barcelona) antibodies. The anti-rabbit and anti-guinea pig secondary antibodies were 1:400 and 1:200 diluted, respectively. Ovaries were Dapi stained and mounted in Vectashield medium (Vector Laboratories). Fluorescent images were acquired with a Zeiss Apotome microscope. Images were treated in Omero (https://www.openmicroscopy.org/omero/).

### Computational analysis

#### Small RNA-seq

Raw reads were trimmed from their 3′ linkers. Trimmed reads (18–30nts in size) were mapped with Bowtie2 (36) using mismatch-tolerant settings to the *Drosophila melanogaster* genome (release 5; dm3) complemented with canonical transposable elements (TEs) (*Drosophila* consensus TE sequences taken from https://github.com/cbergman/transposons). Reads were annotated based on their mapping coordinates. Small RNAs mapping on piRNA clusters (10), ovary siRNA clusters (22), TEs or 3′UTR of coding genes (ftp://ftp.flybase.net/), and not to rRNAs or miRNAs were defined. Candidate piRNAs were a subset of the above defined reads with a size between 23 and 30 nucleotides. Candidate siRNAs were a subset of the above defined reads with 21nt. Unique mappers were defined as reads for which only one best-score alignment existed in the genome. Candidate piRNAs were mapped again on piRNA cluster sequences and canonical TE sequences. Candidate siRNAs were mapped again on ovarian siRNA cluster sequences and canonical TE sequences. Data were normalized using the unique mapper reads of piRNA cluster 1 (42AB). Our full analysis pipeline is available at https://bitbucket.org/blaiseli/pirna-pipeline.

#### RNA-seq TE transcript analysis

RNA-seq reads were trimmed for quality using UrQt (using parameter –t 20) (Modolo and Lerat, 2015), and aligned against *D. melanogaster* genes (ftp://ftp.flybase.net/genomes/Drosophila_melanogaster/dmel_r6.09_FB2016_01/fasta/dmel-all-gene-r6.09.fasta.gz) using TopHat2 (37). To generate a gene count table alignment, counts were performed on sorted bam files using eXpress (38). In parallel, we computed a TE read count table using the TEcount module of TEtools (39) on a list of TE copies retrieved from the *D. melanogaster* sequenced genome (available upon request). Gene count table and TE count table were then concatenated for normalization purposes and analyzed using DESeq2 (version 1.10.) (40).

#### Mobilome-seq

Mobilome reads were mapped with Bowtie2 version 2.2.4 (using parameters -k 10 -N 1) on the *Drosophila melanogaster* genome (dm3) complemented with canonical TE sequences. Reads having their best-score alignment either in genomic copies of TEs or canonical TEs were annotated as TE reads. TE annotated reads were then mapped again using only the canonical TEs as references, with Bowtie2 and the same parameters as above, to assign each read to a TE family. Read alignments with a mapping score strictly lower than –10 were discarded. If a read had several ex-aequo best-score alignments, the read count associated to each corresponding mapping location was down-weighted accordingly. A normalization by thousands of mitochondrial DNA (mtDNA) reads was applied to account for library depth differences. Scatter plots were done using the pysam (41) and matplotlib (42) Python libraries. Our full analysis pipeline is available at https://bitbucket.org/blaiseli/mobilome.

#### DNA seq and de novo TE insertion analysis

Paired–end sequencing reads were mapped against the *D. melanogaster* genome (dm6) with BWA version 0.7.5a-r405 for the pooled embryo sequencing experiments (one no-KD and one piwi-sKD library), and with BWA (ArXiv 13033997 Q-Bio) version 0.7.10-r789 for the 12 single fly piwi-sKD sequencing experiments. *De novo* TE insertions for both experiments were determined using the T-lex *de novo* pipeline (43,44). T-lex *de novo* uses reference mapped reads to identify partially mapped, so called soft-clipped reads and read pairs for which only one read is mapped successfully, called one-end anchored (OEA) pairs. The non-mapped reads and read parts are clustered according to their genomic position of the mapped read part or read and clusters were aligned using BLAT (45) against a TE library composed of the 600 first and last bases from 123 canonical TE sequences retrieved from flybase (TE library available upon request). Finally, a second clustering step taking into account the BLAT results defines the TE insertion breakpoint on the reference sequence. To determine predicted new insertions unique to each library we did intersections of bedfiles that were produced from the T-lex *de novo* output files. When comparing files two by two bedtools window (option –w20) (46) for multiple comparisons the command bedtools multi-intersect (using an added window of 20 nt up-and downstream of the insertions site) was used.

Library-specific predicted insertions could be explained by either true TE insertions specific to the sequenced genome or by false positives produced by artefactual chimeric TE-genome fragments that occur during library preparation, with current technologies (27). In contrast to real TE-genome chimeric fragments coming from TE-genome borders at insertion points, the artefactual TE-genome chimeras correlate in abundance in the library with the abundance of the TE in the genome, this means that the detection of elements with a high genome load will be more difficult as real chimeric fragments will be diluted by a high number of artefactual chimeras. Artefactual TE-genome chimeras also have break points in the TE that show no preference for TE ends. To reduce the detection of false positives in our analysis we restricted the size of the TE sequences in the library according to the insert size (∼500nt) used during paired-end sequencing. To disfavor false positive prediction of new TE insertions in our analysis we determined the ratio of potential new insertions in the piwi-sKD and the noKD condition for each TE family. With the same genome sequencing coverage, the ratio of predicted new insertions in the piwi-sKD versus the no-kd condition should be above 1 for those TE families, which experienced *de novo* insertions after Piwi depletion, whereas false positive predictions should be as abundant in the no-KD sequencing as in the piwi-sKD sequencing.

In the sequencing experiment for the pooled embryos, we obtained different coverages for piwi-sKD-G1-F2 and no-KD (96.89× and 78.75× respectively). To be able to compare the number of insertions obtained for both data sets we randomly subsampled the number of mapped reads from the Piwi-sKD-G1-F2 data set with samtools view (using option –s) (41) to match the numbers of mapped reads for the no-KD data set 44 times. Each of the subsamples was analyzed with T-lex *de novo* and the results of each analysis used to calculate the mean for all 44 experiments.

### Quantification and statistical analysis

#### Calculation of transposition rate

The transposition rate for ZAM and gtwin was calculated with the number of TEs detected by qPCR or DNA-seq as followed: (# of *de novo* insertions)/(# of pre-existing insertions) × (# of generations).

#### Statistical tests

Data are expressed as mean ± standard deviation (SD). A Spearman rank correlation between the fold changes on RNA level and piRNA level/siRNA level (Figures 1C and 2D) and the fold change in RNA levels (Figure 2E) were determined using R.

**Figure 1.**
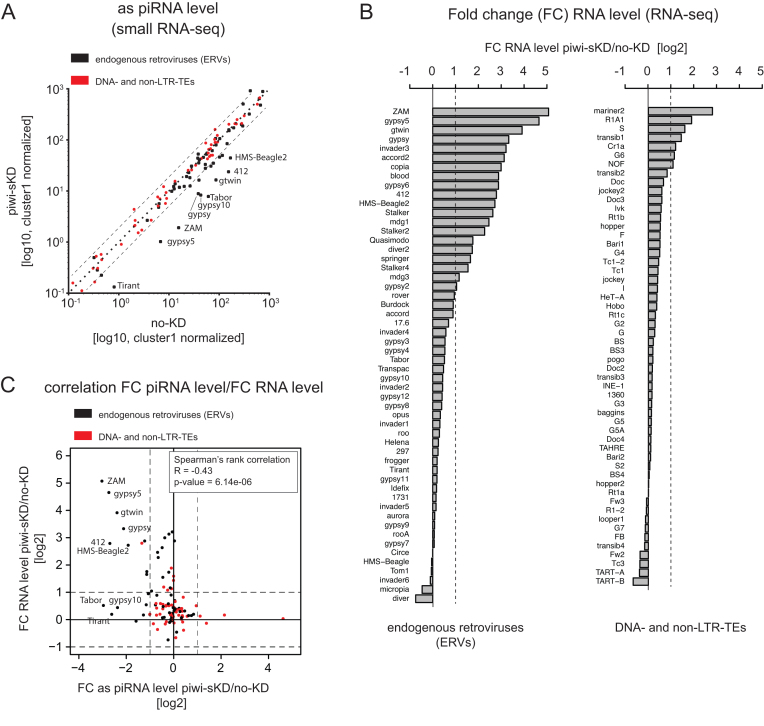
Somatic piwi depletion leads to ERV-specific piRNA loss that correlates with ERV RNA increase. (**A**) Scatter-plot of antisense 23–30 nt RNA-seq reads normalized to the number of cluster 1 unique mappers reads (germline specific piRNA cluster) for annotated Drosophila melanogaster TEs (*n* = 123) in Piwi somatic knockdown (piwi-sKD) versus control (no-KD) (log10 scale; as: antisense). ERVs are depicted as black dots, DNA- and non-LTR-TEs as red dots. (**B**) Bar plot displaying TE RNA level fold changes calculated with normalized read count (two biological replicates) between piwi-sKD versus no-KD ovaries (log2 scale). ERVs are shown in the left panel and DNA- and non-LTR-TEs in the right panel. FC: Fold change. (**C**) Scatter-plot showing the correlation between fold change of normalized TE RNA level (piwi-sKD versus no-KD ovaries) and fold change of normalized antisense TE piRNA reads (piwi-sKD versus no-KD ovaries). ERVs are depicted as black dots, DNA- and non-LTR-TEs as red dots. Correlation was calculated as Spearman rank correlation. FC: Fold change; as: antisense.

**Figure 2.**
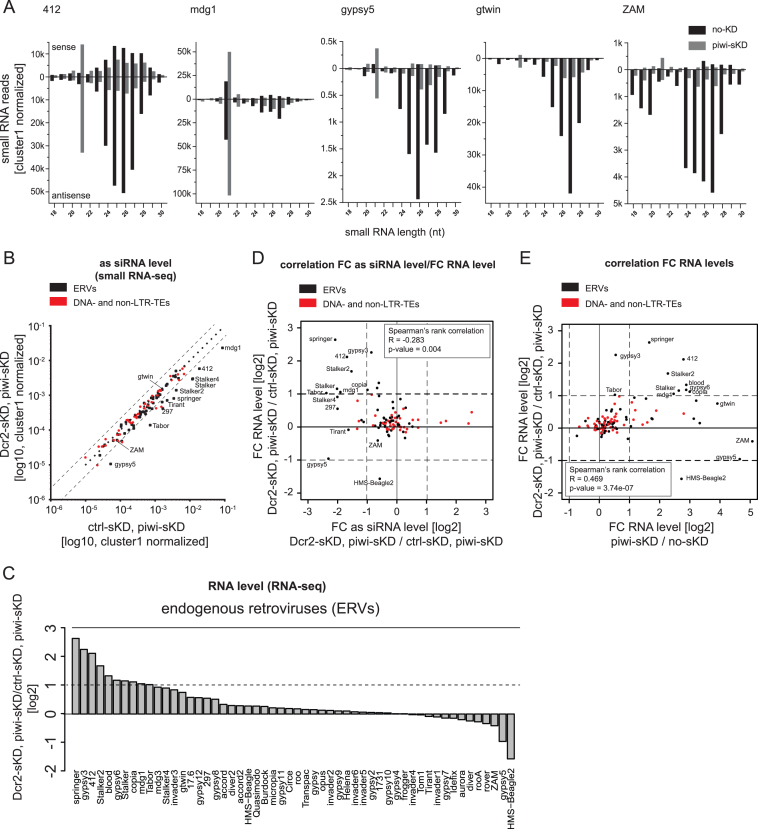
The siRNA pathway participates in somatic ERV repression. (**A**) Size distribution (18–30nt) of sense (displayed above the X axis) and antisense (displayed below the X axis) small RNAs from no-KD ovaries (black bars) and piwi-sKD ovaries (grey bars) mapping to 412, mdg1, gypsy5, gtwin and ZAM. (**B**) Scatter plot comparing the number of antisense 21 nt small RNA-seq reads, normalized to the number of cluster 1 unique mappers (germline specific piRNA cluster), that matched annotated TEs, piRNA clusters or siRNA clusters in Dcr2-sKD; piwi-sKD and ctrl- sKD; piwi-sKD double knock down ovaries (log_10_ scale). The crtl-sKD was a somatic follicle cell RNAi targeting the unrelated white gene. ERVs are depicted as black dots, DNA- and non-LTR-TEs as red dots. (**C**) Bar plot displaying TE RNA level fold changes calculated with normalized read count (two biological replicates) between Dcr2-sKD; piwi-sKD and ctrl-sKD; piwi-sKD double knock down ovaries (log_2_ scale) for the 62 annotated Drosophila ERVs. (**D**) Scatter plot showing the correlation between fold changes of TE RNA level (Dcr2-sKD; piwi-sKD versus ctrl-sKD; piwi-sKD) and fold changes of TE piRNA level (Dcr2-sKD; piwi-sKD versus ctrl-sKD; piwi-sKD) (log_2_ scale). ERVs are depicted as black dots, DNA- and non-LTR-TEs as red dots. Correlation was calculated as Spearman rank correlation. FC: Fold change; as: antisense. (**E**) Scatter plot showing the correlation between fold changes of TE RNA-level in piwi-sKD versus no-KD ovaries and Dcr2-sKD; piwi-sKD versus ctrl-sKD; piwi-sKD ovaries (log2 scale). ERVs are depicted as black dots, DNA- and non-LTR-TEs as red dots. Correlation was calculated as Spearman rank correlation. FC: Fold change.

A Shapiro-test to determine the normality of the data and a two-tailed t-test were used to determine the significance in differences between qPCR results for the TE-load (Figure 4D and Supplementary Figure S3B) were performed using R and Prism. The *P*-values are *P < 0.05, **P < 0.01 and ***P < 0.001. *P* < 0.05 was considered statistically significant. Probability of observing at least one new ZAM insertion after two generations.

If we assume a germinal transposition rate of 10^−6^ to 10^−4^ for each TE copy at each generation, then (with four initial active ZAM copies) the probability of zero new insertion after one generation is e^−λ^ (with λ = 4 × 10^−6^ to 4 × 10^−4^) (Poisson distribution for *k* = 0). The probability of having zero new insertion after two generations is e^−2λ^ because transposition events are expected to be independent between generations. The probability of observing at least one new insertion in one individual after two generations is 1 – e^−2λ^.

Probability of observing at least 1 out of 12 F2 flies with at least 1 new insertion: we will first calculate the probability of observing 0 fly with at least 1 new insertion. Because the 12 tested flies are independent, that probability is e^−2x12λ^. Probability of observing at least one fly with at least one new insertion: 1 – e^−2x12λ^. Considering λ = 4 × 10^−6^, the result is ∼9.6 × 10^−5^; considering λ = 4 × 10^−4^, it is around 9.6 × 10^−3^.

## RESULTS

### Conditional knockdown of Piwi in ovarian somatic cells leads to ERV derepression while preserving female fertility

The piRNA pathway represses TE activity in gonads. In the follicle cells of *Drosophila* ovaries, the somatic cells that surround the germline cells, this pathway functions with only one Argonaute protein belonging to the PIWI subfamily called Piwi (10,29). The complete depletion of Piwi in the follicle cells during development leads to atrophic ovaries and sterility (31,47). This makes the multigenerational study of the consequences of the loss of the piRNA pathway activity in somatic cells on TE biology and on genome stability impossible with standard genetic approaches.

We therefore developed a Piwi knockdown system that restricts the Piwi depletion in adult follicle cells to a level that preserves female fertility. The fly line carries three components: (i) a GAL4 UAS-activator driven by the follicle cell-specific *traffic jam (tj)-*promoter (tj-GAL4), (ii) a UAS-short-hairpin(sh)-piwi, that induces Piwi RNAi and (iii) a ubiquitously expressed thermo-sensitive GAL4-inhibitor, GAL80^ts^ (see Supplementary Table S1). At 20°C, Gal80^ts^ sequesters GAL4, preventing shpiwi expression. At 25°C, GAL80^ts^ is inactive, allowing GAL4-driven expression of shpiwi in the somatic follicle cells and thus Piwi depletion (Supplementary Figure S1A). Culturing the flies at 25°C during 5 days starting from late pupal to adult stage leads to a strong Piwi depletion while preserving almost normal ovarian morphology (Supplementary Figure S1B) and fertility (Supplementary Figure S1C). We refer to this condition as piwi somatic KnockDown (piwi-sKD).

First we verified that the restricted somatic Piwi knockdown is sufficient to induce changes in the piRNA population. 

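Small RNAs of whole ovaries were sequenced in 1 piwi-sKD library, from flies shifted to 25°C for 5 days, and 1 no-KD library, from flies kept at 20°C. With 1 library per condition the differences have no replicate check, and the temperature differed together with the knockdown. The authors trimmed the linkers, mapped the reads to the genome and to consensus TE sequences, took the 23–30 nt reads outside rRNAs and miRNAs as candidate piRNAs and mapped these again on the TE sequences. They deposited estimated counts per TE family, by strand and by number of mismatches, without normalization. In these tables 15921962 candidate piRNAs of no-KD and 14775793 of piwi-sKD ovaries mapped to TE sequences. These totals are the TE part of 1 size class and not the depth of the libraries, which was not analysed here. Reads that fit several references are listed under each of them. The sum over all references, those of other species included, therefore exceeds the total by 3.86% in no-KD and 3.64% in piwi-sKD. The 126 *D. melanogaster* families of the tables were kept, and 53 references from other species and a transgene were left out. Antisense reads were 73.5% of the family reads in no-KD and 74.4% in piwi-sKD, and 75.6% and 77.1% of the family reads matched a consensus perfectly. The paper normalized to the unique mappers of cluster 1, and the tables of these libraries hold no cluster 1 count. Instead the 2 libraries were scaled so that the median log2 ratio (piwi-sKD over no-KD) of the DNA- and non-LTR-TE families of Figure 1B with at least 50 antisense reads in each library was 0, a log2 factor of −0.06 from 47 families. The log2 ratios of these 47 families then ran from −0.97 to 1.15 (SD 0.45). This gives the spread between the 2 libraries of single families outside the ERVs with that many reads. Families with fewer reads, such as transib3 (22 to 95 reads), are left out of it. Each ratio has a 95% interval from the exact Clopper-Pearson interval of the share of reads in piwi-sKD. Reads carried no molecular identifiers, so the intervals cover counting error only and compare these 2 libraries, not the conditions. Families with at least 1 antisense read in each library were compared, without a pseudocount.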

We compared piRNAs from piwi-sKD ovaries with piRNAs from control ovaries by small RNA-seq. As control, we used the same fly line constantly raised at 20°C, and hereafter referred to as ‘no-KD’. 

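Of the 120 families with antisense piRNAs in both libraries, 18 lost more than 2-fold and 5 gained more than 2-fold in piwi-sKD. The losing families were, from the largest loss to the smallest, ZAM, Tabor, gypsy5, 412, Tirant, gtwin, gypsy10, Stalker3T, gypsy, HMS-Beagle2, Tom1, mariner2, Idefix, gypsy6, gypsy3, springer, Quasimodo and rover, with log2 ratios from −2.99 in ZAM to −1.04 in rover. For 16 of the 18 the whole 95% interval lay beyond 2-fold. The exceptions rested on few reads: Tom1 fell from 46 to 15 antisense reads and mariner2 from 57 to 22. At the threshold the count depended on the scaling. With edgeR's TMM factors over all families, 14 families remained, because gypsy3 (log2 ratio −1.13 in the main scaling), springer (−1.11), Quasimodo (−1.10) and rover (−1.04) then fell short of 2-fold. None of the 47 DNA- and non-LTR-TE families with at least 50 antisense reads in each library lost more than 2-fold.

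**Figure D1:**
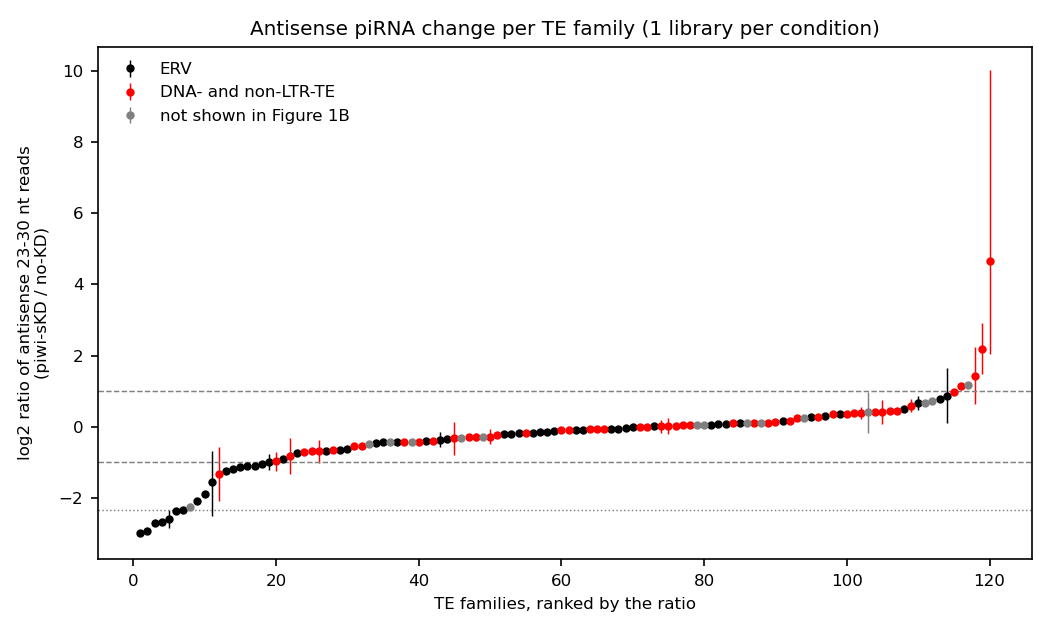
Log2 ratio of antisense 23–30 nt reads (piwi-sKD over no-KD) of the 120 TE families with reads in both libraries ranked along the horizontal axis, with bars for 95% Clopper-Pearson intervals of 1 library per condition, dashed lines at 2-fold and a dotted line at a 5-fold loss. Most families at the left end are ERVs (black), from −2.99, and most DNA- and non-LTR-TEs (red) lie between the dashed lines, with families in neither panel of Figure 1B in grey.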

Among the 123 TE families studied, a subset of 17 TEs shows a more than 2-fold piRNA loss in the piwi-sKD (Figure 1A). 

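Of the 18 families with a more than 2-fold antisense piRNA loss, 16 are ERVs, 1 (mariner2) is in the panel of DNA- and non-LTR-TEs of Figure 1B and 1 (Stalker3T) is in neither panel. The 16 families are of the 54 ERVs with antisense piRNAs in both libraries, of which 41 had a log2 ratio below 0 and 13 above 0. Among the 119 families with at least 50 antisense reads summed over the 2 libraries, the median log2 ratio was −0.35 for the 54 ERVs. It was 0.03 for the others, which include the families in neither panel of Figure 1B. Some of these may be ERVs too, as the legend of Figure 2C counts more ERVs than the 54 used here. The median of the ERVs was at percentile 0.19 of 10000 random lists of 54 families with matched read numbers, which describes these 2 libraries only.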

As expected, the majority of these TEs (16/17) belong to the ERV subclass of retrotransposons. 

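Exactly 7 families lost more than 5-fold, and all are ERVs. ZAM went from 17820 antisense reads in no-KD to 2141 in piwi-sKD, a 7.97-fold loss after scaling. Tabor went from 69785 to 8754 (7.63-fold), gypsy5 from 7774 to 1144 (6.51-fold), 412 from 175977 to 26667 (6.32-fold), Tirant from 925 to 148 (5.98-fold), gtwin from 98754 to 18448 (5.12-fold) and gypsy10 from 49164 to 9315 (5.05-fold). The 95% interval of the log2 ratio was narrowest for 412 (−2.68 to −2.64) and widest for Tirant (−2.84 to −2.33), the family with the fewest reads. gtwin and gypsy10 were close to the threshold, and 5 families remained past 5-fold with each of the other 3 scalings, which left these families out. The next ERVs, gypsy and HMS-Beagle2, lost 4.23-fold and 3.70-fold. Sense reads of the 7 families behaved differently from antisense reads: 412 sense reads fell 1.67-fold and ZAM sense reads 1.80-fold, while those of gypsy5 rose 3.01-fold, from 109 to 314 reads.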

The 7 most impacted families (with a more than 5-fold piRNA loss) are ZAM, Tabor, gypsy5, 412, Tirant, gtwin and gypsy10.

We then wondered whether the piwi-sKD has an impact on TE RNA level. To answer this, we used RNA-seq to compare the RNA-levels for 123 *Drosophila* TE families in piwi-sKD and no-KD ovaries. We found 27 TE families with a more than 2-fold increase in TE RNA level in piwi-sKD compared to no-KD. Most of these TE families belong to the ERV subclass of retrotransposons (Figure 1B). We validated the RNA-seq data by studying a subset of TEs by RT-qPCR (Supplementary Figure S1D). We also checked that the piRNA loss induced by our experimental approach is the cause of TE upregulation rather than the temperature shift. To do so, we introduced a non-thermosensitive GAL80 transgene into the piwi-sKD fly line. Flies were housed either at 20°C constantly or shifted for five days from pupal to adult stage at 25°C and the RNA levels of a subset of 13 TEs were compared by RT-qPCR (Supplementary Figure S1E). None of the tested elements showed an increase at the RNA level after the temperature shift, suggesting that, in our experimental conditions, the piRNA loss was indeed the major cause of TE derepression. This connection between piRNA loss and TE RNA upregulation was also supported by a robust anti-correlation (Spearman's rank correlation *R* = −0.43) between the loss of piRNAs and changes in RNA level per TE family (Figure 1C). 

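The 3 families were among the 7 with the strongest antisense piRNA loss. The log2 ratio of antisense 23–30 nt reads was −2.99 for ZAM (95% interval −3.06 to −2.93) and −2.36 for gtwin (−2.38 to −2.33), and gypsy5 lost 6.51-fold (95% interval of the log2 ratio −2.79 to −2.61). All 3 log2 ratios were below the lowest value among the 47 DNA- and non-LTR-TE families, −0.97. ZAM and gypsy5 stayed past 5-fold with each of the 3 other scalings, whereas gtwin was past 5-fold with the main scaling but with none of the others. From an RT-qPCR control for the temperature shift, not analysed here, the paper proposes that the piRNA loss was the major cause of the RNA upregulation. It also cites the anti-correlation of piRNA loss and RNA change across TE families, and these 3 families as a further case.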

Consistent with the piRNA loss being the major cause of RNA upregulation, the three elements (ZAM, gypsy5 and gtwin) that showed the strongest RNA accumulation showed also a more than 5-fold loss of piRNAs. However, there are TE families for which a strong piRNA loss does not translate into RNA upregulation (e.g. gypsy10 and Tirant). These piRNAs against seemingly inactive TE families most likely reflect the adaptive immunity response of the piRNA pathway, built up by ancient TE invasions of these families (see Discussion). 

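gypsy10 antisense piRNAs fell from 49164 to 9315 reads, a log2 ratio of −2.34 (95% interval −2.37 to −2.31), and Tirant antisense piRNAs from 925 to 148 reads, a log2 ratio of −2.58 (−2.84 to −2.33). These losses were of the size of that of gtwin (−2.36). In no-KD, 26.3% of the gypsy10 antisense piRNAs matched the consensus perfectly, against 90.4% for gtwin and 91.0% for gypsy5. None of the 925 Tirant reads in no-KD and none of the 148 in piwi-sKD matched perfectly. ZAM, whose RNA rose according to Figure 1B, also had a low share of perfect matches, 42.4% in no-KD.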

Altogether our data show that the piRNA pathway activity is required for the transcriptional regulation of many ERVs in the follicle somatic cells.

### The siRNA pathway can attenuate the upregulation of ERV transcripts in somatic-Piwi-depleted ovaries

The piRNA pathway is not the only pathway with capacity to repress TE activity in flies. The siRNA pathway is the major repressor of TEs outside the fly germline (21–25), but it is also active in ovaries (22,48,49) where it can affect the repression of at least some TEs (22). Moreover, one study reported the upregulation of 21 nt-long antisense small RNAs against ZAM in Piwi-depleted follicle cells (31). 

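The 21 nt reads came from the same 2 libraries. The authors took 21 nt reads outside rRNAs and miRNAs as candidate siRNAs, mapped them again on the TE sequences and deposited estimated counts per family and strand. In no-KD 409536 and in piwi-sKD 540865 such reads mapped to TE sequences, against 15921962 and 14775793 of 23–30 nt. mdg1 alone held 12.1% of the 21 nt family reads in no-KD and 23.2% in piwi-sKD, so a factor from the total would depend on this family. The factor of the 23–30 nt reads of the same libraries was therefore applied to the 21 nt reads. Taken from the 21 nt reads themselves, over 37 DNA- and non-LTR-TE families, the log2 factor was −0.02 in place of −0.06. The antisense log2 ratios of these 37 families ran from −0.98 to 1.26 (SD 0.54), and 5 of them were past 2-fold, all of them upwards. A family counted as rising when both its sense and its antisense 21 nt reads rose more than 2-fold.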

To look for similar siRNA-like RNAs after piwi-sKD, we analyzed the 21 nt-long RNA populations in the small-RNA-seq data from piwi-sKD and no-KD control ovaries. We could find four ERV families (412, gypsy5, gtwin and mgd1) with a dramatic increase (up to 10-fold) of matching sense and antisense 21 nt-long reads in the ovaries with Piwi-depleted follicle cells (Figure 2A, Supplementary Figure S2A). These four families belong to the subset of those showing piRNA loss and RNA upregulation after piwi-sKD, suggesting an inducible response of the siRNA pathway by the loss of Piwi in the somatic follicle cells. 

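In piwi-sKD, 412 had 29414 antisense and 12591 sense 21 nt reads, against 2772 and 1489 in no-KD, a rise of 11.1-fold and 8.83-fold after scaling. gypsy5 rose 6.33-fold on the antisense strand (83 to 503 reads) and 5.15-fold on the sense strand (67 to 330). gtwin rose 4.92-fold on the antisense strand (545 to 2565 reads) and 12.2-fold on the sense strand (85 to 993). mdg1, with the most reads, rose 2.54-fold on the antisense strand (37343 to 90833) and 2.84-fold on the sense strand (16430 to 44675). The whole 95% intervals of these families were past 2-fold on both strands. With the scaling on total reads the mdg1 antisense ratio was within 2-fold and 3 ERV families remained. Under the main scaling the ERV families with a rise on both strands were 5, the fifth being gypsy, which rose 2.37-fold on the antisense strand (772 to 1749 reads) and 3.41-fold on the sense strand (240 to 783). 2 of the DNA- and non-LTR-TE families also passed 2-fold on both strands. In ZAM the sense 21 nt reads rose 8.76-fold (47 to 394) while the antisense reads went from 389 to 341, a log2 ratio of −0.13 (95% interval −0.34 to 0.09) with the main scaling and −0.59 with the scaling on total reads. ZAM was not the only ERV with a rise on the sense strand alone. With each strand taken by itself, 14 ERVs rose more than 2-fold in sense reads and 8 in antisense reads. Across the 50 ERVs compared, the median antisense log2 ratio was 0.22.

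**Figure D2:**
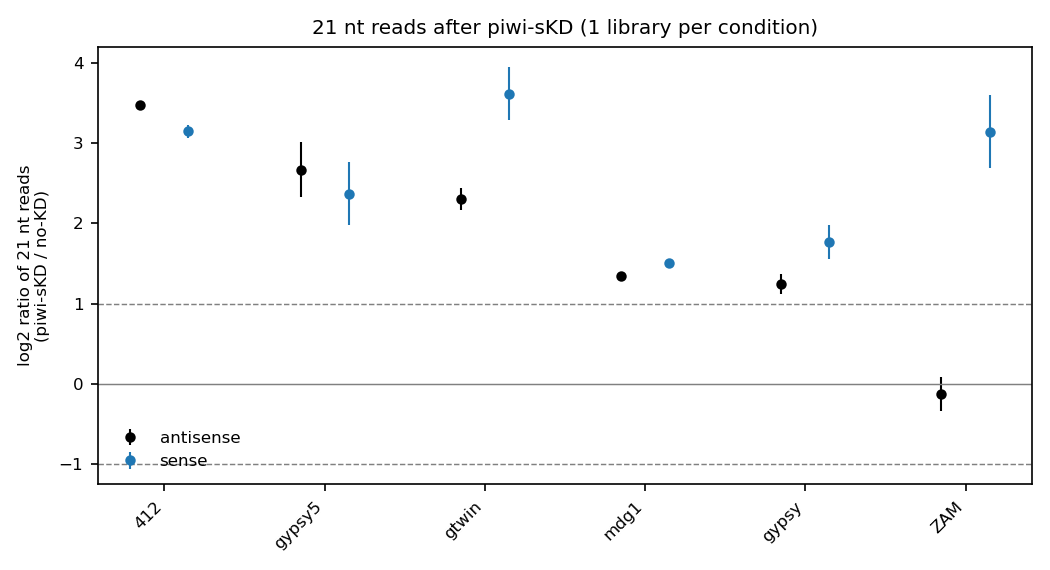
Log2 ratio of antisense (black) and sense (blue) 21 nt reads, piwi-sKD over no-KD, for 6 ERV families, with 95% Clopper-Pearson intervals of 1 library per condition and dashed lines at 2-fold. 412, gypsy5, gtwin, mdg1 and gypsy lie above 1 on both strands, and ZAM on the sense strand only (3.13).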

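Among these families, antisense 23–30 nt reads fell 6.32-fold for 412, 6.51-fold for gypsy5 and 5.12-fold for gtwin. For mdg1 they fell 1.56-fold, from 60636 to 37095 reads (log2 ratio −0.65, 95% interval −0.66 to −0.63), which is within the range of the DNA- and non-LTR-TE families (−0.97 to 1.15). The mdg1 sense 23–30 nt reads fell 2.23-fold, from 14397 to 6187. With perfectly matching reads only, an alternative chosen after the data were seen, the log2 ratio of the mdg1 antisense reads was −1.08. From the families with more 21 nt reads being among those with piRNA loss and RNA upregulation, the paper proposes an inducible response of the siRNA pathway.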

We wondered whether these 21 nt-long RNAs are *bona fide* siRNAs and if they are contributing to TE repression in somatic follicle cells.

We first investigated whether the biogenesis of these 21 nt-long RNAs involves Dicer-2 (Dcr2), the RNAse that processes dsRNA precursors into siRNAs. We performed a Dcr2, Piwi double somatic knockdown by expressing a *Dcr2* short hairpin construct in the piwi-sKD follicle cell background (Dcr2-sKD; piwi-sKD) (see Supplementary Table S1 for genetic crosses). This condition was compared to a ctrl-sKD; piwi-sKD double knockdown. The efficiency of the Dcr2 and Piwi depletions was confirmed by immunofluorescence (Supplementary Figure S2B-C). 

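For the double knockdowns, 1 small RNA library was made from Dcr2-sKD; piwi-sKD ovaries and 1 from ctrl-sKD; piwi-sKD ovaries, so these differences have no replicate check either. The authors deposited estimated counts of 21 nt candidate siRNAs per TE family and strand. In the control double knockdown 405099 such reads mapped to the TE sequences, and in the Dcr2 double knockdown 316243. mdg1 held 30.9% of the family reads in the control and 14.4% after loss of Dcr2. Since 23–30 nt reads of this pair were not analysed here, the 2 libraries were scaled on their antisense 21 nt reads, to a median log2 ratio (Dcr2 over control) of 0 in the 39 DNA- and non-LTR-TE families with at least 50 antisense reads in each, a log2 factor of 0.15. The log2 ratios of these families ran from −1.57 to 0.47 (SD 0.45), and 3 of them fell more than 2-fold. This scaling sets changes shared by all DNA- and non-LTR-TEs to 0. The tables of this pair also hold 2 references named cl1, with 92 reads in the control and 108 after loss of Dcr2. They moved in opposite directions (41 to 79 and 51 to 29 reads) and their sequences are not described, so they were not used as a cluster 1 count, a decision made after these numbers were seen.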

We analyzed the 21 nt-long RNA populations matching the 123 *Drosophila* TEs by small RNA-seq. 

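The antisense 21 nt reads of 11 ERV families fell more than 2-fold in the Dcr2 double knockdown, out of 53 ERVs with antisense 21 nt reads in both libraries. Tabor fell 4.75-fold (727 to 170 reads), gypsy5 4.53-fold (53 to 13), springer 3.87-fold (3462 to 995), Stalker 3.71-fold (11882 to 3565), Stalker4 3.68-fold (12173 to 3681), mdg1 3.42-fold (87009 to 28247), 412 2.94-fold (18851 to 7132), Tirant 2.84-fold (2231 to 874), Stalker2 2.64-fold (4073 to 1713) and gypsy11 2.09-fold (111 to 59). The remaining family of the 11 fell 3.66-fold (1677 to 509). Stalker and Stalker4 had nearly the same read numbers, and reads that fit both are listed under each. For gypsy11 the 95% interval of the log2 ratio reached −0.60, and for the other families it lay beyond 2-fold. gypsy was at the threshold, with a log2 ratio of −0.99 (245 to 137 reads). The lowest count under any alternative was 8 ERVs. The scaling on total reads left out Tirant, Stalker2 and gypsy11. Sense plus antisense reads left out the same families and springer, and added HMS-Beagle2. The median log2 ratio of the 51 ERVs with at least 50 antisense reads summed over the 2 libraries was −0.30, at percentile 0.46 of 10000 random lists with matched read numbers. The loss was not confined to ERVs: 5 DNA- and non-LTR-TE families also fell more than 2-fold, of which 3 (hobo, FB and NOF) had at least 50 reads summed over the 2 libraries. Families in neither panel of Figure 1B were not counted as ERVs, and 2 of these, flea (1606 to 782 reads, log2 ratio −1.19) and Stalker3T (36 to 18 reads), fell more than 2-fold. The paper states that the antisense 21 nt RNAs of the ERVs it lists were produced in a Dcr2-dependent manner.

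**Figure D3:**
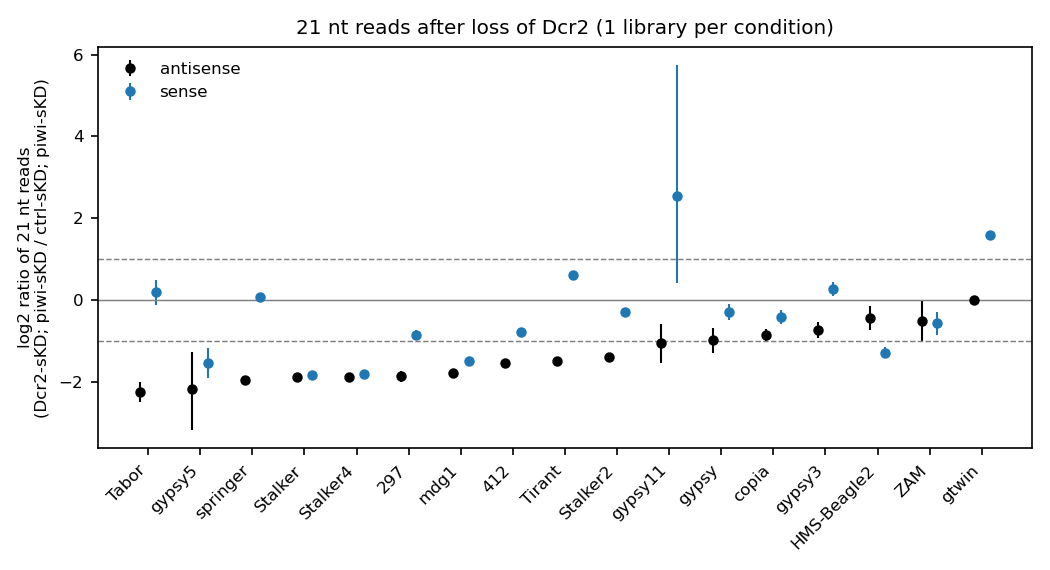
Log2 ratio of antisense (black) and sense (blue) 21 nt reads, Dcr2-sKD; piwi-sKD over ctrl-sKD; piwi-sKD, for the 11 ERVs with a more than 2-fold antisense loss and 6 other ERVs, with 95% Clopper-Pearson intervals of 1 library per condition and dashed lines at 2-fold. Sense reads fell with antisense reads for Stalker, Stalker4 and mdg1, but not for Tabor (0.19), springer (0.06) or Tirant (0.62), and those of gtwin rose (1.57).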

We identified 12 ERV families producing 21 nt-long antisense RNAs in the follicle cells in a Dcr2-dependent manner (Figure 2B). These include three (mdg1, 412 and gypsy5) of the four TEs whose siRNAs are increased in the Piwi somatic knockdown.

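Antisense 21 nt reads of mdg1 fell to a log2 ratio of −1.78 (95% interval −1.80 to −1.76), those of 412 to −1.56 (−1.59 to −1.52) and those of gypsy5 to −2.18 (−3.18 to −1.29), the last from 53 and 13 reads. The antisense reads of gtwin were 1611 in the control and 1781 in the Dcr2 double knockdown, a log2 ratio of −0.01 (−0.11 to 0.09). This ratio became positive with each of the other 3 scalings set before the data were examined. With a scaling on the references named cl1, added afterwards, the ratio stayed below 0, because that log2 factor was larger (0.23 against 0.15). On the sense strand, the reads of mdg1 fell 2.80-fold, those of 412 1.72-fold and those of gypsy5 2.91-fold. The sense reads of gtwin rose 2.98-fold, from 7290 to 24143.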

We then determined if these 21 nt-long RNAs were loaded on Ago2. To do so, we studied the population of small RNAs after oxidation as the small RNAs loaded on Ago2 have been described to be 2′-O-methylated (50). This modification protects the small RNAs from being oxidized. Since this treatment had no effect on the amount of gypsy5 and 412 21-nt long RNAs we concluded that these RNAs are modified and likely to be loaded on Ago2 (Supplementary Figure S2D). As a proxy for Ago2-loaded 21-nt long RNAs, we also checked that, as reported for Ago2-loaded TE-derived siRNAs (32), the gypsy5- and 412-derived 21-nt small RNAs do have a preference for adenosine at their first nucleotide (Supplementary Figure S2E).

To see whether this loss of siRNAs in the Dcr2-sKD; piwi-sKD condition would lead to an increase of TE RNA, compared to the level of TE RNA in the piwi-sKD alone, we performed RNA-seq in Dcr2-sKD; piwi-sKD and ctrl-sKD; piwi-sKD double knockdown ovaries. We found that these somatic ovarian siRNAs contribute notably to TE repression in Piwi-depleted follicle cells: 10 ERV families had a more than 2-fold higher RNA level in the Dcr2-sKD; piwi-sKD than in the ctrl-sKD; piwi-sKD ovaries (Figure 2C and Supplementary Figure S2F). Moreover, 7 of them belong to the subset of 12 TEs producing Dcr2-dependent siRNAs in the follicle cells and the level of the derepression anti-correlates with the extent of the siRNA loss (Figure 2D). 

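For the 10 families with higher RNA in Figure 2C, all log2 ratios of antisense 21 nt reads were below 0, as were those of 41 of the 53 ERVs compared, and with the scaling on total reads 9 of the 10 were. With the main scaling, 6 of the 10 were past 2-fold: Tabor (−2.25), springer (−1.95), Stalker (−1.89), mdg1 (−1.78), 412 (−1.56) and Stalker2 (−1.40). copia was at −0.86 (824 to 504 reads, 95% interval −1.02 to −0.70) and gypsy3 at −0.73 (533 to 357 reads, −0.93 to −0.53). The other families of the 10 were at −0.54 and −0.48. Families with an equally large antisense loss were not limited to these. gypsy5 fell 4.53-fold and Tirant 2.84-fold, and neither is among the 10 in Figure 2C. The RNA levels themselves were not analysed here.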

For most elements (8 out of 10) the Dcr2-dependent derepression corresponds to an enhancement of the derepression already caused by the loss of Piwi alone (Figure 2E). We confirmed this observation by RT-qPCR for 412 and mdg1 (Supplementary Figure S2G). Conversely, there are also a number of TEs (e.g. gtwin, ZAM and gypsy5) that are only sensitive to the piRNA loss (Figure 2E and Supplementary Figure S2G). In summary, we found that both the piRNA and siRNA pathways jointly control an overlapping subset of TEs in the somatic follicle cells. The repression by the piRNA pathway affects more elements and is generally stronger (up to 32-fold versus up to 6-fold) than the siRNA-mediated repression.

### Impact of somatic Piwi depletion on two steps of the ERV replication cycle: reverse transcription and female germline infection

As we observed increased ERV RNA expression after piwi-sKD in follicle cells, we then asked whether this first step of the virus life cycle is followed by production of functional virus like particles (VLPs) and germline infection (Figure 3A). To determine if the ERV families expressed in the somatic cells had infected the germline cells, we performed mobilome-seq in embryos laid by piwi-sKD and no-KD females. Mobilome-seq is a technique to detect extra-chromosomal circular DNA (eccDNA) (35), that can be formed as by-products during retroviral cDNA integration (51–53). Detecting eccDNA suggests in addition that the ERVs have been properly reverse transcribed.

**Figure 3.**
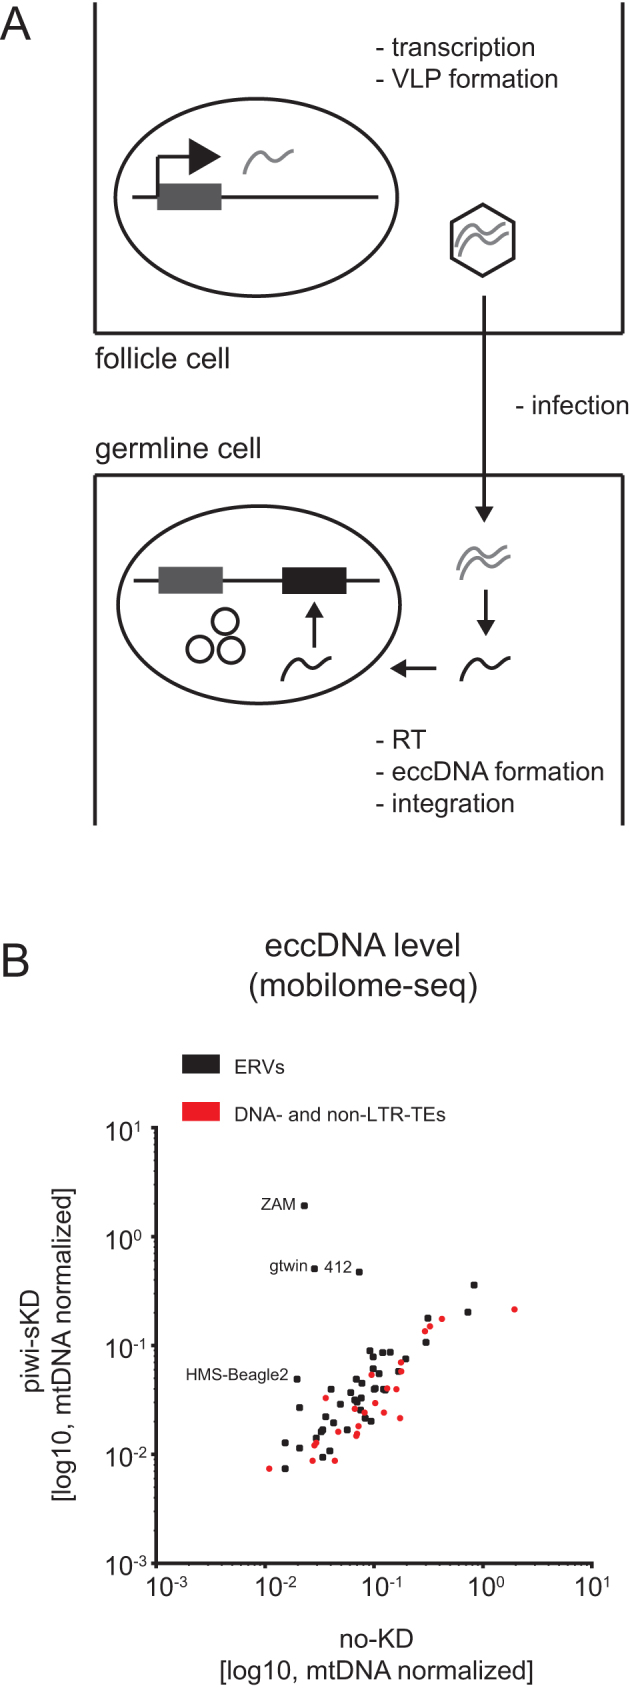
Somatic piwi depletion may lead to ERV virus like particle (VLP) germline infection. (**A**) Schematic representation of ERV life cycle. ERV transcription, translation and VLP formation takes place in the somatic follicle cells. The VLP is then crossing by an unknown mechanism the cell-cell border between follicle cell and germ line cell. RNA is reverse transcribed into cDNA. Viral cDNA enters the germ cell nucleus and integrates. EccDNA is formed as a by-product of integration. (**B**) Scatter plot showing the number of TE mapping mobilome-seq reads, normalized to the number of mitochondrial DNA (mtDNA) mappers, in embryos after piwi-sKD or no-KD (log10 scale). ERVs are depicted as black dots, DNA- and non-LTR-TEs as red dots.

Out of the 20 ERVs that were derepressed at the RNA level, 4 (ZAM, gtwin, 412 and HMS-Beagle2) showed an increased level of eccDNA in the embryos laid by piwi-sKD mothers compared to the level in embryos from no-KD mothers (Figure 3B). We confirmed by qPCR the strong increase of eccDNA species for the ZAM family (Supplementary Figure S2H). The appearance of unintegrated circular viral DNA structures in the embryos demonstrates that these 4 elements have been able to infect the germline and to be reverse transcribed into cDNA, which are crucial steps in the ERV life cycle.

### Somatic Piwi depletion over many generations leads to exponential increase of *de novo* ERV insertions

Our analysis so far indicated that despite a general accumulation of ERV transcripts upon piwi-sKD, only few families can proceed in their replication cycle and cross the cell-cell border into the germline. The ultimate proof for transposition activity of an ERV family is to detect new germline insertions. We therefore performed paired-end sequencing of pooled embryos laid by the daughters of piwi-sKD-treated mothers (G1-F2 in Figure 4C). To detect TE insertions, we used the T-lex2 *de novo* pipeline (43,44) that relies on the analysis of unique mapping soft clipped reads and one end anchored (OEA) read pairs from the TE-genome border at the TE insertion site. We then selected insertions specific for either the piwi-sKD or the no-KD condition and calculated the *de novo*-insertion-ratio (piwi-sKD versus no-KD). We obtained a ratio >3-fold for ZAM and gtwin (Figure 4A and Supplementary Figure S3B), two elements showing particularly strong effects of Piwi depletion on piRNA loss, transcript-level increase and eccDNA forms. The naturally occurring transposition rate for TEs is low and ranges between 10^−4^ and 10^−6^ transposition events per copy and generation (54). We thus observed a dramatic increase of the transposition rate in the piwi-sKD to about 10^−1^ for ZAM and gtwin. To get additional examples of *de novo* insertions, we decided to sequence 12 individual adult flies from the F2 generation after piwi-sKD. We used the same pipeline to determine *de novo* insertions in the 12 libraries and found a *de novo* ZAM insertion in an exon of the *Hk* gene on the X chromosome in one of them. The probability of observing a new ZAM insertion among 12 progenies of no-KD parents was estimated only 9.6 × 10^−3^ and 9.6 × 10^−5^, depending on the reported natural transposition rates (54). We also performed genomic PCR to confirm that this insertion was actually present in the genome of the piwi-sKD offspring but not in that of the no-KD parents (Figure 4B), validating our bioinfomatic analysis. To further determine if the increased transposition rates observed above would be stable over many generations of TE derepression, and how the TE load for different elements would develop, we performed the piwi-sKD for 70 successive generations. Retrotransposition is replicative, which means that every new insertion increases the TE load in the genome. To determine the TE load in flies after successive generations of piwi-sKD we performed qPCR experiments with TE- specific primers on genomic DNA. We could clearly observe a strong increase in TE load for ZAM and gtwin over generations in two different piwi-sKD fly sublines that were treated in parallel with successive piwi-sKD (Figure 4D and Supplementary Figure S3B). This further confirms the results we obtained with the DNA-seq experiment after one generation of piwi-sKD. All other tested TEs did not display a change in TE load (Figure 4D and Supplementary Figure S3B). We calculated the transposition rate for ZAM and gtwin with the data obtained from the qPCR experiments and found again an increase for ZAM and gtwin to a frequency of about 10^−2^ to 10^−1^ per copy and generation, which was stable during the entire long-term observation period and comparable to the transposition rate calculated in the DNA-seq experiment.

**Figure 4.**
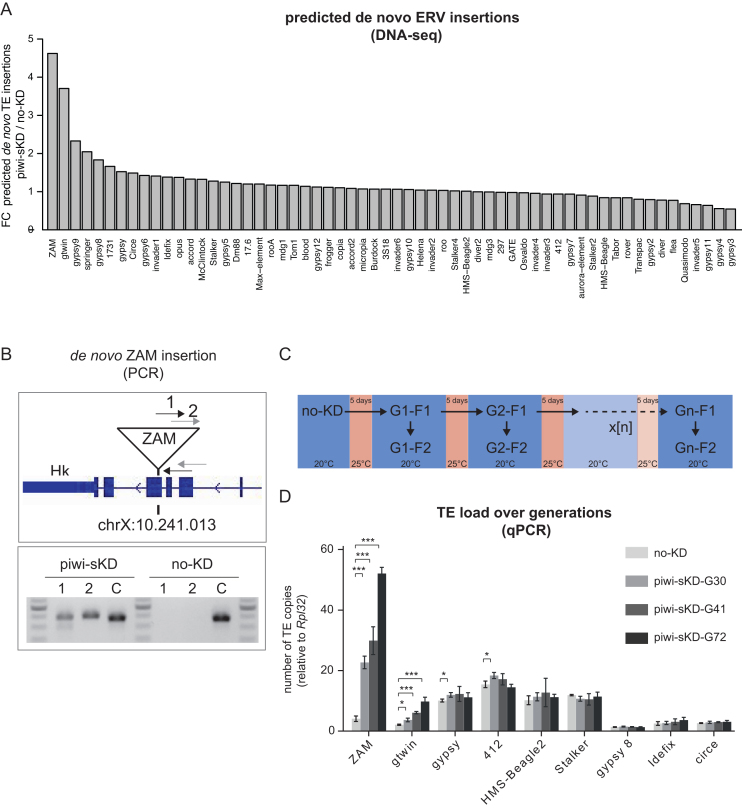
Somatic piwi depletion may lead to de novo ERV insertions in the offspring genome, with a transposition rate stable over generations. (**A**) Bar plot displaying the ratio of *de novo* insertions per ERV family (n = 62) in embryos of the F2 generation after piwi-sKD versus no-KD embryos. (**B**) PCR-validation of a *de novo* ZAM insertion detected by DNA-seq at position chrX:10.241.013. gDNA from flies, of the F2 generation after piwi-sKD, in which the *de novo* ZAM insertion was detected and, as control, their no-KD ancestors was used. The upper panel shows a schematic representation of the genomic location of the de novo ZAM insertion with the two primer pairs spanning the break point between the 5′ end of the insertion and the genome. The lower panel shows the PCR products on agarose gel. Primer pair 1 and 2 detect the de novo ZAM insertion at position chrX:10.241.013 and a control primer pair C detects a fixed ZAM insertion (detected in all our libraries) at position chr2L:19.841.922. (**C**) Schema depicting the experimental set up of the single and successive piwi-sKD. (D) Bar plot displaying the TE load for the depicted ERVs in no-KD and after 30, 41 and 72 generations of successive piwi-sKD (G30, G41 and G72). The F2 generation after the last piwi-sKD was analyzed by qPCR. The mean and standard deviation from three biological replicates is shown. The *P*-values where calculated with a two-tailed *t*-test (*P < 0.05, **P < 0.01, ***P < 0.001).

## DISCUSSION

TEs can replicate by inserting new copies in the genome of the progeny. The Piwi-mediated piRNA pathway is assumed to be one of the major genome defense mechanisms that prevent this potentially harmful replication by downregulating the expression of a large number of TE families at the transcriptional level (55,56). However, no evidence for bursts of replicative transposition upon piRNA pathway impairment has been obtained so far. This is partly due to the fact that piRNA pathway mutants are sterile and therefore do not produce the progeny where transposition can be demonstrated.

Here, we restricted the knockdown of Piwi to the follicle cells of the adult ovary to preserve female fertility for studying the impact of this impairment on transposition. Consistent with the existence of a follicle cell-specific piRNA pathway dedicated to TEs of the ERV subclass (29), our tissue-specific partial Piwi depletion led to a dramatic loss of the piRNAs specifically targeting ERV families (Figure 1A). As a result, almost half of the ERV families displayed a more than two-fold steady state RNA accumulation (Figure 1C). Up to 20% of the ERV families that were transcriptionally activated in the somatic ovarian tissues were eventually detected in the germline as embryonic extrachromosomal circular cDNAs (Figure 3B). The transcriptional derepression of an ERV family is indeed not a good predictor of its ability to complete a full ‘infectious’ replication cycle. For instance, the 10 times increase of gypsy transcription in piwi-sKD ovaries did not even result in a detectable accumulation of ovarian Gag and Env proteins (Supplementary Figure S4). Finally, we found new insertions in the genome progeny for at least two of these ‘infectious’ ERV families, ZAM and gtwin (Figure 4A). Their transposition rate per copy per generation was 2–5 orders of magnitude higher than the natural transposition rates previously reported (54) and it has remained unchanged for at least 70 generations of recurrent somatic Piwi knockdown. Eventually, this has led to a 10-fold increase of the genomic copy number, which probably does not yet represent the maximum attainable (Figure 4D). These observations clearly demonstrate that the Piwi-mediated ERV repression in the ovarian somatic cells contributes to genome homeostasis.

For the ERV family members Tirant and gypsy10 a strong piRNA loss did not result in any significant transcript-level derepression (Figure 1C). Two hypotheses can explain this observation: Either the genome of our fly strain does not contain any active elements from these families to be targeted by piRNAs, or they are controlled by other mechanisms that are redundant with the piRNA pathway. The first hypothesis is consistent with the fact that, in contrast to the female germline, the production of piRNAs in the follicle cells does not require the presence of active TE copies (29,57,58). In this tissue, piRNAs are produced by discrete genomic regions called piRNA clusters that are predominantly composed of an accumulation of TE insertions which occurred during the fly strain's evolutionary history. After the invasion of a genome by a new TE family, the host eventually tames the element if a new copy of this family happens to insert itself into a piRNA cluster. This expands the sequence repertoire available to this peculiar genomic ‘immune system’. The targeting of active elements by piRNAs reduces the replicative transposition rate to levels too low to compensate for the mutation/selection-driven gradual loss of active copies. Eventually, active copies of the family become extinct (59). For some families like gypsy, the average number of active copies may be so low that strains devoid of any active gypsy can be derived from natural populations (60). Thus, it is indeed possible that the Tirant and gypsy10 piRNAs are currently useless but may become strongly beneficial to control the active copies that appear during a re-contact, e.g. after introgression from an active strain or after horizontal transfer from another species. The second hypothesis postulates that TEs are controlled by several transcriptional and/or post-transcriptional mechanisms in a redundant manner. The siRNA pathway is one example of post-transcriptional TE control known to operate mainly in the non-gonadal tissues (21–25). In the follicle cells, an increase of 21nt-long siRNA-like RNA upon Piwi somatic knockdown was observed (31). We have shown here that these small RNAs can effectively reduce the steady state RNA level of a number of ERV families in piwi-depleted follicle cells. Indeed, when such cells were co-depleted of Dicer-2, we observed a siRNA loss correlating with increased accumulation of the cognate transcripts for 10 families (Figure 2D). Almost all of these siRNA-controlled ERVs belong to the subset of families that were already derepressed by the Piwi depletion alone (Figure 2E). Indeed, half of the piRNA pathway-regulated ERV families appear to be jointly regulated by both the piRNA and the siRNA pathway. This dual TE repression layer was revealed recently in Drosophila heads (BioRxiv: https://doi.org/10.1101/267039). This is reminiscent of the situation in the germline, where the piRNA pathway regulates TEs at both the transcriptional (via Piwi) and the post-transcriptional level (via Aub and Ago3). The Piwi depletion would release the sense and antisense TE transcription that is necessary to generate the double-stranded RNA precursors of the siRNAs. According to this hypothesis, the other families whose piRNA loss could not be backed up by siRNAs should be devoid of the putative internal promoters responsible for the production of antisense transcripts (61).

Conversely, 5–8 TE families displaying only a very minor change in piRNA level still present a significant increase of TE transcripts. 

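Figure 1B shows 27 families with a more than 2-fold higher RNA level in piwi-sKD, 20 of them ERVs. Of these 27, 10 lost more than 2-fold of their antisense piRNAs, 3, mdg1 (−0.65) among them, had log2 ratios between −1 and −0.5, and 14 changed by at most 0.5 on the log2 scale, from −0.45 to 0.07. Among the 14 were 8 ERVs, and the rest were DNA- and non-LTR-TE families, the class used for the scaling. Stalker (−0.45) and Stalker4 (−0.42), among the 8, had nearly the same read numbers, and reads that fit both are listed under each. The paper counts fewer families, by a significant RNA increase and a minor change whose limits it does not state. The limit of 0.5 was chosen for this description after the data were seen.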

At least three non-mutually exclusive hypotheses might explain this discrepancy but, unfortunately, none of them could be tested experimentally in a straightforward way. First, we note that the expression of some TEs may be especially sensitive to small quantitative variations of the cognate piRNAs. For example, we previously demonstrated that a small variation of the piRNAs targeting the I-element has a strong consequence on the expression of this TE (62). Second, the piRNA loss may have been underestimated for some ERV families. Indeed, the small RNA-seq experiments were done on whole ovaries, containing germinal tissues with an undisturbed piRNA pathway that might have masked the somatically restricted effects of the Piwi depletion. 

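For 412, sense reads were 24.0% of the 23–30 nt reads in no-KD and 54.3% in piwi-sKD. Antisense reads fell from 175977 to 26667 (6.32-fold after scaling) and sense reads from 55437 to 31722 (1.67-fold). Of the 28 ERVs with a sense share under 20% in no-KD, the share rose in 20, fell in 7 and did not change in 1. A low starting share favours a rise, and 412 is not in this group. Among the 26 ERVs at 20% or more, the share rose in some, such as rover (51.1% to 66.8%). In others, such as invader2 (47.5% to 36.1%), the share fell. Among the families with a more than 5-fold antisense loss, in gtwin it went from 0.246% to 2.03%, in Tabor from 1.05% to 5.91% and in gypsy5 from 1.38% to 21.5%. These shares come from 1 library per condition.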

Sometimes, the putative presence of such buffering piRNAs can be suspected when they originate from the germen-specific dual-strand piRNA clusters because they produce both sense- and antisense-oriented piRNAs (see, for instance, the case of 412 in Figure 2A). However, the antisense germinal piRNAs which originate from uni-strand piRNA source loci, such as the 20A piRNA cluster, cannot be distinguished from the soma-specific piRNAs. Third, the piwi-sKD might have affected TE expression *via* some indirect effect on the host gene expression. To test this hypothesis, we have studied to which extent the host transcriptome was affected in the piwi-sKD ovaries (data not shown). After a tentative GO term analysis (using topGO), we failed to pull an unknown TE-specific transcription factor/pathway out of the 4079 genes that were significantly differentially expressed between piwi-sKD and control: neither a putative activator could be pin-pointed among the 1845 genes that were up-regulated (306 more than 2-fold higher) nor a putative repressor among the 2234 genes that were down-regulated (138 more than 2-fold lower).

It has been previously reported that piRNAs targeting the gypsy or ZAM elements can prevent the production of virus-like particles (VLPs) in follicle cells and thus render them unable to invade the adjacent female germline and insert new proviruses into the genome of the progeny (7–9). To study this phenomenon at a genome-wide level, we took advantage of our Piwi somatic depletion system that allowed us to track the effects of a transient impairment in subsequent generations. For four ERVs families, including ZAM, we were able to detect the accumulation of extrachromosomal circular cDNAs (eccDNAs) in the eggs laid by somatic Piwi-depleted females (Figure 3B). These cDNA molecules likely represent dead-end integration products when the viral cDNA is unable to integrate (51–53). Detection of the eccDNAs in early embryos suggests that most steps of the retroviral replication cycle, including translation, viral particle assembly, germline infection, reverse transcription and entry of the cDNA into the infected nucleus were successful (Figure 3A). Even though such eccDNAs are not necessarily correlated with new insertions, they demonstrate three additional examples of active soma-to-germline transfer. Interestingly, one of them, the 412 element, does not encode the Env transmembrane protein that promotes retroviral infection (63). A case of Env-independent ERV germline infection was already reported for gypsy (8). Our observation suggests that either the 412 element uses the envelope of another ERV family to form infection viral particles or that the element is able to hitchhike the vitellogenic pathway and enter the oocyte by endocytosis as suggested for ZAM (7).

We show here that the transient depletion of Piwi in follicle cells is followed by a dramatic increase of the transposition rates of two ERV families, ZAM and gtwin. The identification of these two families is likely a conservative estimate because the DNA-seq analysis may have missed genomic integrations of other ERV families (see Materials and Methods for bio-informatics analyses). Another reason why our study probably underestimated the repressive role of Piwi on transposition, is because it was only restricted to its expression in somatic ovarian cells. Indeed, Piwi was shown to strongly contribute to TE silencing in the female germline (31,55). Moreover, it has also been known to repress the transposition of the mdg1 ERV family in *Drosophila* testes (64).

An exponential increase of the genomic copy number of both ZAM and gtwin was observed during the 70 successive generations of somatic Piwi depletion, reaching a roughly 10-fold increased genomic load at the 70th generation. This means that the replicative transposition rate has consistently exceeded the efficiency of mechanisms decreasing the copy number (e.g. excision, recombination, counter-selection etc.) during this period of time. Therefore, no alternative control mechanism seems yet to have taken over the maintenance of genome integrity. Future experiments will determine whether the increase of TE load within the genome might affect the fitness of the fly population.

## DATA AVAILABILITY

Data are accessible in the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE112972.

## Supplementary Material

Supplementary Data Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

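Small RNAs of whole *Drosophila* ovaries were measured in 4 libraries, with 1 library per condition: no-KD (20°C), piwi-sKD (25°C for 5 days), ctrl-sKD; piwi-sKD and Dcr2-sKD; piwi-sKD. The labels do not give the temperature of the libraries of the double knockdowns, which the paper describes as made in the piwi-sKD background. The table of the crosses was not analysed here. The authors trimmed the 3′ linkers, mapped the reads with Bowtie2 to the genome with consensus TE sequences, removed reads on rRNAs and miRNAs, and mapped the reads of 23–30 nt (candidate piRNAs) and of 21 nt (candidate siRNAs) again on the TE sequences. The tables the authors deposited hold estimated counts, the reads placed on each TE reference by strand and number of mismatches, without any normalization. Reverse reads were taken as antisense and forward reads as sense. RNA-seq, mobilome, DNA-seq and RT-qPCR data were not analysed here.

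The TE-mapped reads numbered 15921962 (no-KD) and 14775793 (piwi-sKD) for 23–30 nt, and 409536, 540865, 405099 (control double knockdown) and 316243 (Dcr2, Piwi double knockdown) for 21 nt. These are totals of a size class on TEs and not library depths. The 126 *D. melanogaster* families were kept, of which 54 are ERVs and 54 DNA- or non-LTR-TEs in Figure 1B, and 18 are not shown there. Another 53 references from other species and 1 transgene were left out.

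For each family the log2 ratio of the reads of both libraries of a pair was computed after scaling, with a 95% Clopper-Pearson interval that covers counting error only. The libraries of a pair were scaled to a median log2 ratio of 0 over DNA- and non-LTR-TE families with at least 50 antisense reads in each. The log2 factors were −0.06 for the first pair, from the 23–30 nt reads and applied to the 21 nt reads too, and 0.15 for the double knockdowns. The plan was to divide by a cluster 1 count if the tables held one. The tables of the double knockdowns hold 2 references named cl1 with 41 and 51 reads in the control and 79 and 29 after loss of Dcr2. The decision not to use them was made after their counts were seen, and their sum (a log2 factor of 0.23) was tried as an alternative. No test across conditions was run, since each condition has 1 library. The median of the ERVs was placed among 10000 random lists of families with matched read numbers.

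The alternatives were other scalings (the median of all families, the total TE-mapped reads, edgeR's TMM on counts rounded to whole numbers, and the 21 nt reads of DNA- and non-LTR-TE families for the first pair, where the factors of the median and of TMM were those of the 23–30 nt reads), at least 50 or 500 reads summed over a pair, a pseudocount of 1, sense plus antisense reads, antisense reads only, and a whole 95% interval past the threshold. Perfectly matching reads, the cl1 scaling and, for transib3 and 3S18, no scaling were added after the data were seen. So were the 0.5 limit for a minor change, the reading error of 0.1 for values read from figures, the 20% limit of the sense share, and the limits for families with mostly sense 21 nt reads. Single families could be named when the paper names them in its text or labels them in Figures 1A, 1C, 2A, 2B or 2D for that comparison, or when they were past the fold threshold. Not all of these are named in the text, and 1 ERV of the double knockdowns whose name is a number is named only in the plot. In addition, the closing section adds at most 3 rises and 3 falls per comparison with the largest changes among families with at least 50 reads.

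Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16. The procedure was tested on simulated data, in 200 simulations with 20 ERVs lowered 4-fold. Of these ERVs, 100% were called more than 2-fold lower, with a mean of 0.01 unchanged families called per simulation. The true ratio was held by 94.4% of the intervals. These rates describe simulated counts and do not give the rate of false calls between single libraries, because the intervals cover counting error only. In the data, DNA- and non-LTR-TE families with at least 50 antisense reads in each library also passed 2-fold. They were 1 of 47 for candidate piRNAs. For candidate siRNAs they were 5 of 37 in piwi-sKD and 3 of 39 in the Dcr2, Piwi double knockdown.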

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

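The tests of this part were all applied after the results were seen. The alternative scalings they use were set before the data were examined, unlike perfectly matching reads and no scaling. The results were taken from the 3 largest rises and 3 largest falls of each comparison among families with at least 50 reads that the paper does not name for it, and are those whose whole 95% interval was past 2-fold. They are not all such families: the interval was wholly past 2-fold in 10 families that the paper does not name for 23–30 nt reads, in 7 for 21 nt reads in piwi-sKD and in 3 in the Dcr2, Piwi double knockdown. As a view of the variation between single libraries, the DNA- and non-LTR-TE families with at least 50 antisense reads in each library that passed 2-fold were 1 of 47 for 23–30 nt reads, 5 of 37 for 21 nt reads in piwi-sKD and 3 of 39 in the Dcr2, Piwi double knockdown. The last are hobo, FB and NOF, so this count cannot judge hobo and FB. The minimum of 50 reads in each library left out Tc1-2, Rt1c and transib3, which are among the changes below. The counts can therefore understate the variation. With 1 library per condition, none of the changes below can be told apart from variation between single libraries, or, in piwi-sKD, from the temperature shift.

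Among antisense 23–30 nt reads in piwi-sKD, Stalker3T had a log2 ratio of −2.24 (5373 to 1086 reads). With perfectly matching reads it was −2.18, and under the alternative scaling closest to 0 it was −2.103, so that neither divergent copies nor the scaling accounted for it. transib3 rose by a log2 ratio of 2.17 (22 to 95 reads), with 2.24 for perfectly matching reads, while its sense reads had a log2 ratio of −1.74. 3S18, in neither panel of Figure 1B like Stalker3T and so not classed here, rose by 1.17 (477476 to 1028018 reads). With perfectly matching reads its log2 ratio was 1.19. The other 3 scalings could only enlarge these rises, and with no scaling at all, added after the data were seen, the log2 ratios were 2.11 for transib3 and 1.11 for 3S18, still past 2-fold.

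Among antisense 21 nt reads in piwi-sKD, Tc1-2 had a log2 ratio of −2.46 (207 to 36 reads), with −3.24 for perfectly matching reads and −2.32 under the scaling closest to 0. Idefix had −1.14 (4019 to 1740 reads), with −1.18 for perfectly matching reads and −1.004 under the scaling closest to 0. gypsy11 had 1 antisense read in no-KD and 86 in piwi-sKD, a log2 ratio of 6.49 (6.03 under the scaling closest to 0), and its sense reads went from 49 to 0. Its 59 perfectly matching antisense reads were all in piwi-sKD, with a lower 95% limit of the log2 ratio of 4.02, so that reads placed with mismatches did not account for the rise. Rt1c rose by 1.73 (46 to 146 reads). With perfectly matching reads its log2 ratio was 0.82, within 2-fold, so that reads placed with mismatches are a candidate explanation of its rise. Under the scaling closest to 0 it was 1.27.

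Among antisense 21 nt reads in the Dcr2, Piwi double knockdown, hobo had a log2 ratio of −1.57 (1529 to 572 reads), with −2.25 for perfectly matching reads and −1.06 under the scaling closest to 0. FB had −1.21 (1078 to 518 reads) and −1.20 with perfectly matching reads. Under the scaling closest to 0, on total reads, FB was at −0.70, within 2-fold, so that its loss depended on the scaling. Sense reads fell too, 3.72-fold for hobo and 3.87-fold for FB. Both are outside the ERVs, and a dependence of their 21 nt reads on Dcr2 was not tested beyond this pair of libraries.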

How the results depend on the processing

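Alternatives were set before the data were examined, except for perfectly matching reads only, the scaling on the references named cl1 and no scaling (transib3 and 3S18 only), which were chosen after seeing the data. Of 49 counts and list percentiles under the former, 42 stayed close to the main value and 7 moved. None of 8 counts under the added ones moved. A count was taken as close within 1.5 times the main value, so that 18 and 14 count as close. A percentile was taken as close within the 95% interval of its main value over the random lists. Some alternatives, such as the pseudocount, can change few families with many reads. A count can stay the same while its families change: with perfectly matching reads only, 18 families again lost more than 2-fold of their piRNAs, but 4 of them, mdg1 included, replaced 4 others, Tirant included, which has no perfectly matching piRNAs. The families with a more than 2-fold piRNA loss numbered 14 to 18, the ERVs among them 12 to 16, and the families past 5-fold 5 to 7. ERVs with a Dcr2-dependent antisense 21 nt loss numbered 8 to 11, and 12 under each of the added alternatives. Of the 10 ERVs with higher RNA in Figure 2C, 6 lost more than 2-fold in the main setting, 5 with total reads and 4 with sense plus antisense reads.

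ERVs with a rise of sense and antisense 21 nt reads in piwi-sKD were 5 in the main setting, 3 with the scaling on total reads and 8 with antisense reads only. DNA- and non-LTR-TE families with a 21 nt loss in the Dcr2, Piwi double knockdown were 5 in the main setting, 1 with the scaling on total reads, 3 with at least 50 reads summed over the pair and 2 with the whole 95% interval past 2-fold. With at least 500 reads summed over the pair, the percentile of the ERV median was 0.07 for piRNAs and 0.2 for the 21 nt reads of the double knockdowns. The cause was not tested, except for the scaling on total reads, where leaving out mdg1 moved the log2 factor of the double knockdowns from −0.36 to −0.0084.

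For 35 named ratios and 180 values under alternatives, 82 stayed within the interval of the main value with the same sign. Another 90 moved beyond it with the same sign and 8 reversed sign. A reversed sign was not always a move beyond the interval. The TMM values of ZAM and gtwin below lay within it (−0.34 to 0.09 and −0.11 to 0.09). In piwi-sKD, antisense 21 nt reads of ZAM (−0.13) reached 0.014 with TMM and 0.82 with sense plus antisense reads, and −0.59 with total reads. For the 21 nt reads of piwi-sKD, the TMM factor and that of the median of all families were those of the 23–30 nt reads, so these alternatives do not test a scaling on 21 nt reads. In the Dcr2, Piwi double knockdown, gtwin (−0.01) reached 0.13 with the median of all families, 0.50 with total reads, 0.070 with TMM and 1.39 with sense plus antisense reads. Tirant reached 0.49 with sense plus antisense reads, and HMS-Beagle2 0.062 with total reads. The reversals with both strands came from sense reads, which rose from 18192 to 31047 in Tirant and from 7290 to 24143 in gtwin. In piwi-sKD, those of ZAM rose from 47 to 394. The reversal of HMS-Beagle2 came from the log2 factor, −0.36 with total reads against 0.15 in the main setting. Why the sense reads rose was not tested. The number of reads limits gypsy5 in the double knockdowns, with 53 and 13 antisense reads. No paired analysis was possible because each condition has 1 library.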

Differences from the paper's values

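For antisense 21 nt reads in the Dcr2, Piwi double knockdown, the log2 ratio of springer was −1.95 against the paper's about −2.1 in Figure 2D, read by eye, that of 412 −1.56 against the paper's about −1.7 in Figure 2D, read by eye, that of mdg1 −1.78 against the paper's about −1.9 in Figure 2D, read by eye, and that of Stalker −1.89 against the paper's about −2.0 in Figure 2D, read by eye. The reading error was taken as 0.1, a value chosen after the data were seen, and a ratio counted as different when its gap was beyond both this error and the counting interval. By the reading error alone, 11 of the 13 ratios compared with Figure 2D were different. The gaps all had the same sign and ran from 0.10 to 0.15 on the log2 scale, with a median of 0.13. A change of the log2 factor moves all 13 ratios by the same amount. The gaps are therefore not read here as differences of single families. None of the alternatives set before the data were examined closed these gaps as a set: the other scalings, a pseudocount of 1, and sense plus antisense reads. With sense plus antisense reads, 12 of the 13 ratios were beyond the reading error. The ratio of ZAM was then within it (−0.56 against about −0.65). With the scaling on the references named cl1, chosen after seeing the values, none of the 13 ratios was beyond the reading error, and 12 ERVs fell more than 2-fold, the number the paper gives, but 6 of the families with higher RNA in Figure 2C did, short of the paper's 7.

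The number of families with a more than 2-fold piRNA loss was 18 in the main setting against the paper's 17, and 17 with the scaling on total reads. Under that scaling, the ERVs among them were 15 against the paper's 16 and the families past 5-fold 5 against the paper's 7. ERVs with a more than 2-fold 21 nt loss were 11 against the paper's 12, and 12 also with perfectly matching reads only, chosen after seeing the values. The 54 ERVs of Figure 1B were used for this count, fewer than the ERVs in the legend of Figure 2C. These counts are within the limit of 1.5 times used for a difference.

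The paper places mdg1 among the families with piRNA loss, and its antisense piRNAs had a log2 ratio of −0.65. The paper lists 412, gypsy5, gtwin and mdg1 as the ERVs with more sense and antisense 21 nt reads, and gypsy also passed 2-fold on both strands, with log2 ratios of 1.24 (antisense) and 1.77 (sense). Of the ERVs with higher RNA in Figure 2C, 6 lost more than 2-fold of their antisense 21 nt reads against the paper's 7. The number was 5 with the scaling on total reads and 4 with sense plus antisense reads.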

Other observations

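The tests on the sense share, on mismatches in Tirant and on the sense 21 nt reads were chosen after the results were seen. Relations below are across TE families within a pair of libraries. Families are not independent replicates, so no p-values are given.

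Antisense piRNA loss in piwi-sKD was smaller in ERV families with a larger share of sense piRNAs in no-KD, with a Spearman's rho of 0.50 across 54 ERVs (0.45 across 52 with at least 500 reads). The 28 ERVs with a sense share under 20% had a median log2 ratio of −1.001 and the 26 others −0.13. Germline piRNAs of both strands that mask a somatic loss may explain this relation. The antisense count of no-KD enters both measures, and on its own would give a similar relation elsewhere. Across 50 DNA- and non-LTR-TE families rho was 0.091, but these families lost little piRNA, which limits this comparison. A masking effect was not separated from other differences between the families.

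Tirant had 18 antisense and 17 sense 21 nt reads in piwi-sKD, but 2231 and 18192 in the control double knockdown. Of the antisense reads of the latter, 97.7% matched perfectly, so that they were not reads of another family placed with mismatches. None of the 18 antisense reads in piwi-sKD matched perfectly. The log2 difference of the share of antisense 21 nt reads was 7.53 for Tirant and ran from −3.11 to 2.01 across the 50 other ERVs with at least 50 reads summed over both libraries, of which 0 differed as much. For this comparison 1 read was added to each count, and 3 ERVs with fewer reads were not compared. A different genetic background of the crosses is a candidate explanation, which cannot be told apart from other differences between the libraries. Among these, the paper names different sequencing centres for piwi-sKD and for the double knockdowns.

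In the Dcr2, Piwi double knockdown, the change of sense 21 nt reads was set against the order of RNA change in Figure 2C, read by eye, in 8 relations. Families with more than 60% sense reads in the control were tried first and gave a rho of 0.76 across 10 ERVs. With a limit of 50%, taken afterwards as the plain meaning of mostly sense, rho was 0.40 across 22 ERVs, so that the size of the relation depended on the limit. Across the 27 ERVs at or under 50% it was −0.04, and across all 49 it was 0.13. Fragments of ERV transcripts among the sense 21 nt reads may account for the relation at 0.40, but a test on reads was not run. For antisense reads rho was −0.05, −0.57 and −0.32 across the 22, 27 and 49 ERVs, and 0.21 across the 10.

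With the scaling on total reads, the log2 factor of the double knockdowns was −0.36, against 0.15 in the main setting. Without mdg1, which held 30.9% of the 21 nt family reads of the control and 14.4% after loss of Dcr2, the factor was −0.0084. The share of mdg1 thus accounted for part of the difference, and the remainder was not explained. In piwi-sKD the factor went from 0.40 to 0.19 without mdg1, against −0.06 in the main setting.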
